A study of Mus musculus with 16 samples. Its data were reported in "Tissue-wide genetic and cellular landscape shapes the execution of sequential PRC2 functions in neural stem cell lineage progression" (2022).

How the data were processed

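RNA sequencing was carried out on cells isolated by fluorescence-activated cell sorting from the mouse neocortex at postnatal day 4. Mosaic analysis with double markers (MADM) uses recombination between homologous chromosomes to label sparse single cells, here on chromosome 7, and couples the colour of a cell to its genotype. In control-MADM animals green cells were wild type for Eed (Eed+/+). In Eed-MADM animals green cells had lost both copies of Eed (Eed−/−), a core subunit of Polycomb repressive complex 2 (PRC2), while most of the surrounding cells were heterozygous (Eed+/−). A transgene that expresses lacZ under the human GFAP promoter marked astrocytes, so that GFP+/lacZ+ cells were collected as astrocytes and GFP+/lacZ− cells as neurons. Green cells of this MADM scheme carry both copies of chromosome 7 from the father in both genotypes. Individual animals were the replicates. Animals of both sexes were used, and which animal was of which sex was not given in the sources used here.

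The authors made full-length cDNA libraries from few cells, aligned the reads with STAR to mm10 (GRCm38) and counted reads per gene with the same program. The alignment settings, which kept only uniquely aligned reads, are stated in the sources for the embryonic libraries of the study, and the annotation release is not given in the sources used here. The values in the deposited files are raw counts of uniquely aligned reads per gene, not normalized and not pooled over replicates. Each file opened with 4 lines of read totals that name no gene, followed by 53379 genes. Reads assigned to the first strand made up between 45.2% and 52.7% of the stranded reads of each library, so the libraries were unstranded and the unstranded column (column 2) was used. With unstranded counting, reads over overlapping or antisense genes cannot be assigned, and the authors' counting set those reads aside as ambiguous (between 0.934% and 5.66% of the uniquely aligned reads). The 4 lines of totals stayed out of library sizes and tests. The share of uniquely aligned reads that fell outside genes ranged from 8.55% to 71.6% over the labelled libraries and was 60.8% in the library without a group. Gene symbols, types and coordinates came from GENCODE mouse release 21 (GRCm38), matched by gene identifier without its version: 53274 identifiers matched and 105 did not.

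Of 16 libraries, 15 had a group in the labels: 5 wild type astrocyte, 5 Eed−/− astrocyte, 2 wild type neuron and 3 Eed−/− neuron libraries. The labels of 1 library gave Eed−/− cells but named both cell types, and that library entered no comparison. The files held no column without a sample (0 columns). Over the labelled libraries the counts summed over genes ranged from 211736 to 3178529. For its embryonic libraries the study named a low share (under 60%) together with a low number (under 1000000) of uniquely aligned reads among its grounds for exclusion, along with poor correlation of replicates or reads in the deleted part of Eed. Here a library was within the limits only if it met both, which is stricter, and 10 of the 15 labelled libraries did. Eed+/+ neuron replicate 2, with 1010184 uniquely aligned reads, lay outside by its share (31.0%) alone. The study also set some libraries of the present series aside, by their place in a principal component analysis or by low replicate correlation. The limits used here are thus not its stated grounds for this series. Those libraries are not named in the sources used here, and all 15 were therefore kept in the main comparisons. Floors and counting intervals given here (3 counts, and exact 95% intervals) cover counting error only, since reads amplified without molecular identifiers are not independent molecules.

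Genes were tested with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3; TMM normalization, filterByExpr, robust dispersions), two-sided, with Benjamini-Hochberg adjustment over the genes tested. An adjusted p of 0.05 was the threshold, and counts at 0.2, the threshold the study used for astrocytes, were also made. The genotype comparison was fitted within astrocytes and within neurons. The cell type contrasts and the interaction of genotype with cell type were fitted over all 15 libraries, which then shared 1 estimate of the spread. The levels given per group are TMM-scaled CPM (counts per 1000000 gene reads), mean and SD over libraries, and their comparison used a two-sided exact permutation test. Gene lists were tested with camera on voom values (limma 3.58.1) with an inter-gene correlation preset at 0.01, adjusted over the lists of a comparison, for lists with at least 3 tested genes. The 13 lists were 43 S phase genes, 54 G2M phase genes, 39 Hox genes, 25 astrocyte, 20 neuron, 10 oligodendrocyte lineage, 10 microglia, 8 endothelial, 5 erythroid and 8 intermediate progenitor markers, 10 maternally and 10 paternally expressed imprinted genes of chromosome 7, and 6 genes that differ between the sexes. No gene belonged to more than 1 list (0 shared genes in each). The result for single microglia markers in the genotype comparison of astrocytes, adjusted over the list alone, is not reported here.

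The groups, the main tests, the gene lists, the rule for named genes and most alternatives were fixed before the data were examined. The rule named Eed, Ezh1, Ezh2 and Suz12 (PRC2), Aqp4, Gfap, Lrrn3 and Npm1 (markers the study used for purity), and Mki67, Cdkn1a and Cdkn2a (proliferation) in each genotype comparison. To these it added the 5 genes per direction with the smallest p among those under 0.05 after adjustment, filled up to 3 per direction with genes that did not pass. For the interaction it took the 3 smallest p, and for the cell type contrasts the purity markers alone. Genes named outside the rule were chosen after their values were seen. Alternatives planned in this way were DESeq2-type (RLE) size factors, DESeq2 (1.42.0), limma-voom with sample quality weights, no filter on low counts, a mean count above 10, the libraries within both limits, each library left out in turn, the replicate number as a block, 1 fit over all groups, the run of library numbers as a covariate, and the exclusion of chromosomes X and Y or of chromosome 7. Further alternatives were chosen after seeing the data, once edgeR had called no gene in astrocytes: DESeq2 and limma-voom restricted to the libraries within the limits, DESeq2 there without a filter and with each library left out in turn, the reads of a list summed per library with an exact permutation test, exact tests of the Eed and Hox levels with libraries left out, the S phase list without Uhrf1, set tests within the limits with each library left out, each run of library numbers on its own, and the run covariate and chromosome exclusions for further comparisons.

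The labels gave the same replicate numbers to different groups without stating what a number shares, and the main tests used no block. No pair of libraries held identical counts (0 pairs), and the closest pair of replicates differed by 8.29 times the sampling noise (chi-square per degree of freedom over genes with at least 20 reads in the pair), so every library was counted as 1 replicate. The procedures were tested on counts simulated from the means and library sizes of each comparison, with 200 genes changed by log2 3. All libraries of a comparison were drawn from common means with the trended dispersion, in a single draw per setting. Unlike profiles of single libraries, such as the poorly aligned ones, were therefore not simulated, and calls that rest on them are not covered. At an adjusted p of 0.05, edgeR recovered 0% of the changed genes that passed its filter in the design of 5 against 5 astrocyte libraries (7532 genes tested), 45.5% in 2 against 4 astrocyte libraries within the limits (11243 genes) and 42.2% in 3 against 2 neuron libraries (11378 genes). With genes changed by log2 6, it recovered 72.0% in the first of these designs (7298 genes). DESeq2 recovered 14.2%, 51.7% and 63.5% at log2 3 in the 3 designs (7468, 11214 and 11514 genes), and limma-voom 0%, 30.2% and 47.2% (7386, 11229 and 11414 genes). In the design of 2 against 4 libraries DESeq2 called 139 genes, of which 46 had not been changed, and with no gene changed it called 11 genes at 0.05 and 39 at 0.2 (11270 genes). In the fit over all 15 libraries edgeR recovered 0% at log2 3 for the cell type contrasts in Eed+/+ and Eed−/− cells and for the interaction (12707, 12749 and 12741 genes) and 3.08%, 40.7% and 5.13% at log2 6 (12660, 12645 and 12615 genes). DESeq2 recovered 4.81%, 8.47% and 2.66% at log2 3 (12722, 12752 and 12841 genes) and limma-voom 0%, 0.513% and 0.521% (12762, 12718 and 12778 genes). With no gene changed, these 3 results had 0, 0 and 0 calls at 0.05 by edgeR (12752, 12713 and 12739 genes), 86, 26 and 30 by DESeq2 (12713, 12744 and 12691 genes) and 1, 1 and 0 by limma-voom (12745, 12782 and 12748 genes). Fisher's exact tests and figures were made with Python 3.11.15, scipy 1.17.1 and matplotlib 3.10.9.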

Results

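To describe gene expression in sparse Eed−/− cells of the developing neocortex, 16 RNA-seq libraries of sorted MADM-labeled green cells from mice at postnatal day 4 were analysed. Labels placed 15 of them in 4 groups: Eed+/+ astrocytes (GFP+/lacZ+, n = 5), Eed−/− astrocytes (n = 5), Eed+/+ neurons (GFP+/lacZ−, n = 2) and Eed−/− neurons (n = 3). Each library came from 1 animal. The comparisons asked what loss of Eed changed in astrocytes, whether astrocyte identity and cell cycle genes were affected, what changed in neurons, and whether the sorted populations were pure.

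Depth and alignment differed widely between libraries. In Eed+/+ astrocytes the counts summed over genes were 2098095, 3178529, 477760, 2404944 and 1621352 for replicates 1 to 5, with 76.4%, 76.6%, 38.1%, 74.5% and 60.5% of reads uniquely aligned. In Eed−/− astrocytes they were 383061, 1890462, 403472, 211736 and 994077, with 28.9%, 63.5%, 26.6%, 26.1% and 66.3% uniquely aligned. Eed+/+ neurons had 1786836 and 343640 counts (73.0% and 31.0% aligned), and Eed−/− neurons had 1256686, 2058192 and 1618825 (74.8%, 70.3% and 72.3%). Of the 5 libraries outside the limits of 1000000 uniquely aligned reads and 60% unique alignment, 3 were Eed−/− astrocytes (replicates 1, 3 and 4), 1 was an Eed+/+ astrocyte library (replicate 3) and 1 an Eed+/+ neuron library (replicate 2). The number of genes with at least 1 read was 8260 ± 4885 (SD, n = 5) in Eed−/− and 13850 ± 3545 (SD, n = 5) in Eed+/+ astrocytes, a difference that an exact permutation test did not separate from chance (two-sided p 0.0714). Between replicates of a group the median Spearman correlation was 0.69 in Eed+/+ astrocytes, 0.26 in Eed−/− astrocytes, 0.58 in Eed+/+ neurons (1 pair) and 0.78 in Eed−/− neurons. The biological coefficient of variation estimated by edgeR was 1.38 over all 10 astrocyte libraries, 0.836 over the 6 within the limits and 0.582 over the 5 neuron libraries.

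**Figure D1:**
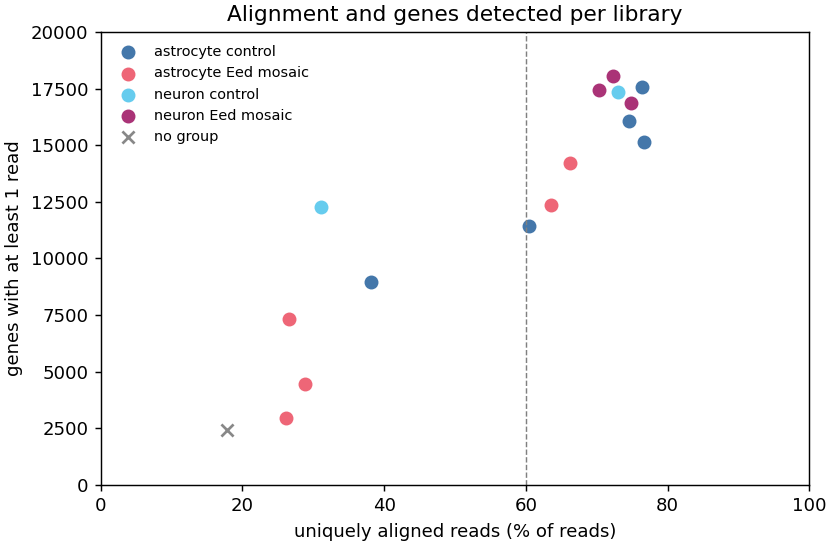
Each point is 1 of the 16 libraries, placed by its share of uniquely aligned reads (x axis, %) and the number of genes with at least 1 read (y axis), with colours for the 4 groups, a cross for the library without a group and a dashed line at 60%. The 5 labelled libraries left of the line, of which 3 were Eed−/− astrocytes, had between 2959 and 12261 genes with a read, and the 10 on its right had between 11433 and 18064.

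The targeted gene was examined first. Eed (ENSMUSG00000030619.9) lies on chromosome 7 from 89954654 to 89980983 on the minus strand (GRCm38) and codes for a protein. The counts cover the whole gene, including the exons outside the deleted part, so they check the genotype only in part. In Eed+/+ astrocytes Eed had 88, 204, 2, 85 and 41 reads in replicates 1 to 5. In Eed−/− astrocytes it had 0, 26, 0, 0 and 14 reads, and a count of 0 allowed up to 7.83, 7.44 and 14.2 CPM in replicates 1, 3 and 4. The 2 reads of Eed+/+ astrocyte replicate 3 (4.19 CPM) were also under the 6.28 that 3 counts would give there, so loss was not detectable from Eed in the 4 poorly aligned astrocyte libraries. After TMM scaling the level was 6.25 ± 8.63 CPM (SD, n = 5) in Eed−/− and 38.5 ± 26.2 (SD, n = 5) in Eed+/+ astrocytes, with an exact permutation p of 0.0238 (two-sided; 0.218 adjusted over the 11 names fixed beforehand). The same test gave 0.0397 (0.218 adjusted) for Suz12, which was not targeted, and no value under 0.05 for the other 9 names. For Eed this p stayed between 0.0159 and 0.0476 when any 1 library was left out. Within the limits, the alternative that moved it most, it was 0.133, the smallest p that 2 against 4 libraries allow. In neurons Eed had 121 and 26 reads in Eed+/+ and 21, 74 and 53 reads in Eed−/− libraries, at 73.2 ± 12.2 (SD, n = 2) and 29.1 ± 11.3 (SD, n = 3) CPM. Both Eed+/+ neuron libraries lay above all 3 Eed−/− ones, which gives an exact permutation p of 0.2, the smallest this design allows.

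Comparing Eed−/− with Eed+/+ astrocytes, edgeR's quasi-likelihood test called 0 of 8956 genes at an adjusted p of 0.05 and 0 at 0.2, while 108 genes had an unadjusted p under 0.05. DESeq2 called 1 gene (Pkp2) at either threshold, and limma-voom with sample quality weights called 0 and 2 (A330076C08Rik and Slc34a2). Among the alternatives that left out no library, 1 fit over all 15 libraries moved the counts most, with 46 genes at 0.05 (42 higher and 4 lower in Eed−/− cells) and 370 at 0.2 (187 higher and 183 lower). With no filter on low counts 5 and 87 genes were called (4 and 85 of them higher), with a mean count above 10 there were 24 and 51 (23 and 47 higher), and with the run of library numbers as a covariate 0 and 0. Within single runs, compared after seeing the data, edgeR called 4 genes at either threshold in the first run (2 Eed+/+ and 3 Eed−/− libraries; Gm15262, Gm47542, Lipe and Uhrf1, all higher, 704 unadjusted) and 0 in the second (3 and 2 libraries; 33 unadjusted). DESeq2 called 1 gene in each (Mgp and Gm42944). Limma-voom called 0 in the second run, but 4770 at 0.05 and 5626 at 0.2 in the first, of which 4657 and 5387 were lower. Its weights there were 4.96 and 3.93 for the Eed+/+ libraries and 0.23, 0.18 and 1.29 for Eed−/− replicates 1 to 3, and other splits of these 5 libraries gave up to 3086 genes at 0.05 and 6413 at 0.2. Leaving out Eed−/− replicate 5 gave 316 genes at 0.2, of which 301 were lower, and leaving out Eed−/− replicate 2 gave 1 gene at 0.2 and leaving out Eed+/+ replicate 3 gave 1 at both thresholds (Gm47542). Leaving out any other library gave 0 genes at either threshold. Within the limits (4 Eed+/+ and 2 Eed−/− libraries) edgeR called 0 genes at 0.05, 1 at 0.2 (Crym) and 488 at an unadjusted p under 0.05, and limma-voom also called 0 and 1 (Crym). DESeq2 on the same 6 libraries, chosen after seeing the data, called 14 genes at 0.05 (5 higher and 9 lower) and 106 at 0.2 (17 higher and 89 lower in Eed−/− cells, 84.0% lower). These counts depended on each library: at 0.05 and 0.2 they were 18 and 61 without Eed+/+ replicate 1 (13 and 28 of them higher), 5 and 30 without Eed+/+ replicate 2 (5 and 10 higher), 7 and 47 without Eed+/+ replicate 4, and 58 and 159 without Eed+/+ replicate 5. Without Eed−/− replicate 2 they were 107 and 425, and without Eed−/− replicate 5 they were 617 and 1683, each with 1 Eed−/− library left that was assumed to vary like the others. On simulated counts of the same design DESeq2 called 139 genes at 0.05, of which 93 had been changed and 46 had not, and with no gene changed it called 11 at 0.05 and 39 at 0.2.

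The median log2 fold change over all tested genes was −0.54 in this comparison with TMM, −0.37 with RLE size factors and −0.02 within the limits, so changes are also given relative to the median. Eed fell by 2.48 on the log2 scale (SE 1.68), −1.95 relative to the median, with an adjusted p of 0.9999 by edgeR. Among the other PRC2 genes, Ezh2 changed by −1.35 and Suz12 by −1.54 (−0.81 and −1.0 relative to the median, adjusted p 0.9999 by edgeR for both; exact permutation p 0.119 and 0.0397), and within the limits these were −0.15 and −0.26. Ezh1 was not tested, with 4.45 ± 7.42 CPM in Eed−/− and 13.8 ± 19.4 in Eed+/+ astrocytes (SD, n = 5 each). Aqp4 changed by −0.72, Lrrn3 by −1.11, Gfap by −0.05 and Npm1 by −0.34, each within the spread of the replicates, and the last 2 were above the median (0.48 and 0.20 relative to it). Gfap and Npm1 turned positive with RLE size factors (0.02 for both). Gfap was called by DESeq2 within the limits without Eed+/+ replicate 2 (1.54, adjusted p 0.0254) and in no other alternative. Mki67 was 73.6 ± 129 CPM in Eed−/− and 31.6 ± 35.8 in Eed+/+ astrocytes (SD, n = 5 each; log2 fold change 1.32, SE 1.5), and the sign depended on Eed−/− replicate 1, without which it was −0.83. Limma-voom within the first run, with most genes lower, was the 1 alternative that called Eed (−5.19), Ezh2 (−5.74) and Suz12 (−4.00). Cdkn1a did not pass the filter: it had 242 and 208 reads in Eed−/− replicates 2 and 5 and 0 in replicates 1, 3 and 4, against 0, 33, 0, 76 and 0 in Eed+/+ astrocytes (exact permutation p 0.444). Cdkn2a had 6 and 20 reads in the same 2 Eed−/− libraries and 0 in all 5 Eed+/+ ones, at least 21.8-fold more per gene read over the group when 3 counts are taken for the latter (exact permutation p 0.444). Without Eed−/− replicate 5 this bound was 6.77-fold.

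No gene passed 0.05, so the 3 genes per direction with the smallest p are named as not passing (adjusted p 0.9999 by edgeR for all 6). The highest were Gm47542 (chromosome 9, 43734114 to 43736436; 12634 ± 11048 against 2300 ± 3609 CPM, log2 fold change 2.56, SE 0.74), Crym (chromosome 7, 120186380 to 120202111; 184 ± 223 against 5.31 ± 5.34, 5.11, SE 1.63) and Uhrf1 (chromosome 17, 56303321 to 56323486; 6965 ± 6157 against 1398 ± 1743, 2.44, SE 0.80). Relative to the median these were 3.10, 5.64 and 2.97. Gm47542 and Uhrf1 were high in every poorly aligned library of either genotype, and within the limits their log2 fold changes were 0.93 and 0.07. Crym had 537, 25 and 483 reads in Eed−/− replicates 2, 4 and 5, 0 in replicates 1 and 3, and 0 to 31 in Eed+/+ libraries. Within the limits its log2 fold change was 5.93 with edgeR (adjusted p 0.158), 5.98 with limma-voom (0.0631) and 6.01 with DESeq2 (1.2e-13, the smallest of that fit), and over all its alternatives the adjusted p ran from 2.67e-18 to 1. The lowest were Wdr19 (chromosome 5, 65199696 to 65260415), Mef2d (chromosome 3, 88142372 to 88172086) and Fam171a2 (chromosome 11, 102436981 to 102447682), with log2 fold changes of −5.47 (SE 1.97), −5.30 (SE 1.96) and −5.18 (SE 1.81), or −4.93, −4.77 and −4.65 relative to the median. All 5 Eed−/− libraries lay below all 5 Eed+/+ libraries for each of these (exact permutation p 0.00794, the smallest the design allows), but the genes were picked for their small p. Wdr19 had 3 reads over all Eed−/− libraries against 230, a ratio of 30.4 per gene read (exact 95% counting interval 10.3 to 149), or 46.9 without Eed−/− replicate 2. For Fam171a2, 149 of the Eed+/+ reads came from the poorly aligned replicate 3.

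**Figure D2:**
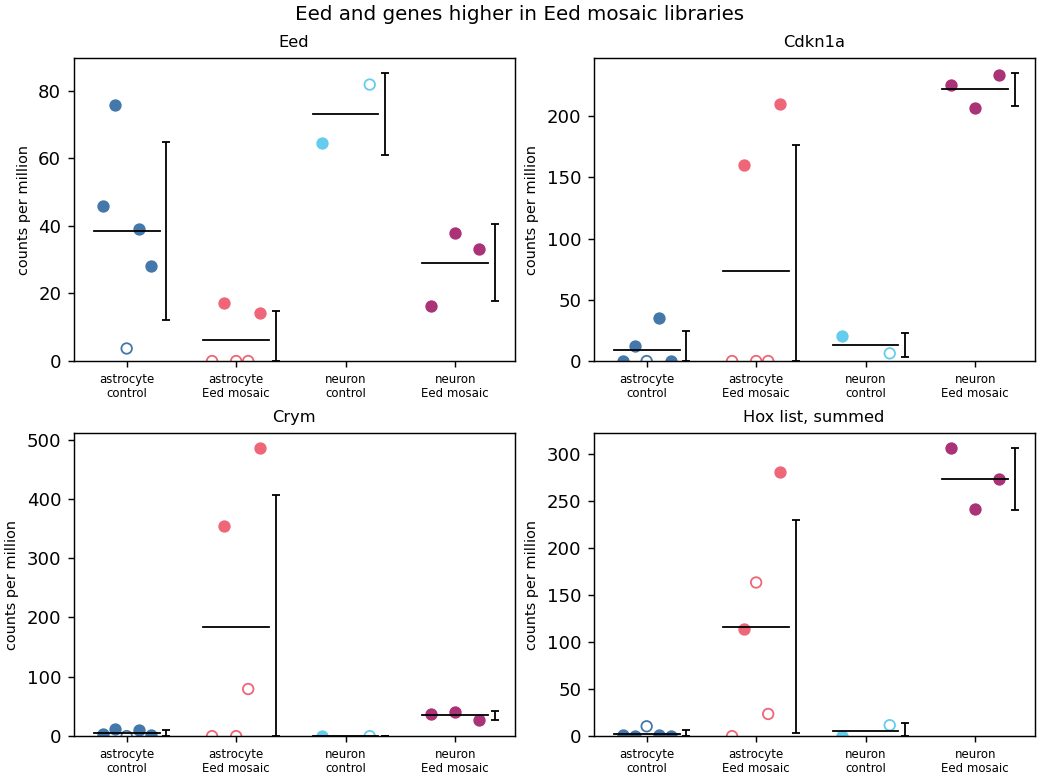
Levels per library in the 4 groups (y axes in CPM, TMM-scaled except for the sum over Hox genes), with filled points for libraries within the limits, open points for those outside, a line at the mean and a bar of 1 SD whose lower end stops at 0. Eed was 38.5 in Eed+/+ and 6.25 in Eed−/− astrocytes and 73.2 and 29.1 in neurons, and the Hox sum was 2.54 and 116 in astrocytes and 5.82 and 274 in neurons.

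Lists of genes were compared next. Over the 10 astrocyte libraries camera found no shift of the S phase list (25 genes, adjusted p 0.990), the G2M phase list (32 genes, 0.488), the astrocyte markers (25 genes, 0.280), or the neuron, oligodendrocyte lineage, intermediate progenitor and maternally expressed chromosome 7 genes (0.967 each) and the paternally expressed ones (0.990). Only the 4 sex chromosome genes that were tested stood apart (Up, adjusted p 0.0242), and neither fry (adjusted p 0.757) nor camera with an estimated correlation (adjusted p 0.837) called them. That call was also lost without Eed−/− replicate 1 (0.291), Eed−/− replicate 5 (0.0526) or Eed+/+ replicate 5 (0.555). Xist had 3, 0, 639, 0 and 178 reads in Eed+/+ astrocyte replicates 1 to 5 and 0 in all 5 Eed−/− astrocyte libraries. These 5 libraries held between 29 and 303 reads of the sex chromosome list. A difference in sex between the groups may thus contribute to the call of this list, which was not tested. With voom values the median change over all genes was −1.57. The direction camera gave the S phase list was Up although its median (−1.84) and mean (−1.60) lay below that value, and for the paternally expressed genes the median (−1.75) lay below and the mean (−1.41) above it. The G2M result changed with single libraries: it was Up at an adjusted p of 0.00012 without Eed−/− replicate 2 and at 0.0394 without Eed+/+ replicate 1, and Down without Eed+/+ replicate 5 (0.95). The astrocyte markers were Down at 0.00012, 0.0394, 0.028 and 0.0339 without Eed−/− replicate 2 and Eed+/+ replicates 1, 3 and 4, and the neuron markers Down at 0.0239 without Eed+/+ replicate 2. With 3 microglia genes then passing the filter, that list was Up without Eed+/+ replicate 3 (0.00188), Eed−/− replicate 4 (0.00849) or Eed−/− replicate 5 (0.000162). Within the limits camera gave G2M phase Down (54 genes, 0.00785), oligodendrocyte lineage markers Up (0.000109) and Hox genes Up (5 genes, 7.5e-11), with S phase Down at 0.174 and astrocyte markers Up at 0.777. For lists fixed beforehand, edgeR called 0 genes over all genes tested in any list and, adjusted over the list alone, 0 genes of the 10 lists other than the microglia markers, the 11 named genes among them.

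Hox, microglia, endothelial and erythroid genes were mostly too low for the filter in astrocytes, so their reads were summed per library, a test chosen after seeing the data. Hox reads made up 0, 114, 164, 23.6 and 281 CPM in Eed−/− astrocyte replicates 1 to 5, and 1.43, 0, 10.5, 0.832 and 0 in Eed+/+ astrocytes. The means were 116 ± 113 and 2.54 ± 4.47 (SD, n = 5 each; exact permutation p 0.0476, 0.542 adjusted over the 13 lists). Hox reads were more frequent in 4 of 5 Eed−/− libraries than in any Eed+/+ one, and the p lay between 0.0159 (without Eed−/− replicate 1) and 0.0952 (without any other Eed−/− library) when 1 library was left out, with 0.0794 without any Eed+/+ library. Within the limits both Eed−/− libraries lay above all 4 Eed+/+ ones, and p was 0.133, the smallest that 2 against 4 libraries allow. In the first run of library numbers the means were 92.6 and 0.715 (p 0.6) and in the second 152 and 3.77 CPM (p 0.2, the smallest possible in either run). Microglia markers summed to 3896 ± 7126 against 126 ± 169 CPM (exact permutation p 0.405), with 16433 in Eed−/− replicate 1. Erythroid markers summed to 4161 ± 5779 against 1.59 ± 2.21 (exact permutation p 0.167), with 0 in the 2 Eed−/− libraries within the limits. Endothelial markers summed to 2.16 ± 1.79 against 15.3 ± 22.2 (exact permutation p 0.111).

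In neurons edgeR called 0 of 11862 genes at an adjusted p of 0.05 and 0 at 0.2, while 861 genes had an unadjusted p under 0.05 and the smallest adjusted p was 0.270. DESeq2 called 26 genes at 0.05 (10 higher and 16 lower in Eed−/− neurons) and 157 at 0.2 (60 and 97), and limma-voom called 0 and 46 (2 and 44). On simulated counts of this comparison with no gene changed DESeq2 called 0 genes at 0.05 and 5 at 0.2, and edgeR and limma-voom called 0 at both. The simulated libraries lacked the unlike profile of the poorly aligned Eed+/+ replicate 2, so these counts do not show that the calls in the data are free of it. The median log2 fold change over all genes was 0.15 with TMM and 0.19 with RLE size factors. Leaving out Eed+/+ replicate 1, which left 1 poorly aligned Eed+/+ library assumed to vary like the others, moved the count most, to 2795 genes at 0.05 (1866 higher and 929 lower) and 5726 at 0.2. Without Eed−/− replicate 1 there were 15 and 19, and without Eed+/+ replicate 2 there were 1 (Crabp1) and 4. Without a filter on low counts 127 (12 higher and 115 lower) and 284 genes (42 and 242) were called. Over all libraries most calls were lower in Eed−/− neurons with DESeq2, with limma-voom and with edgeR without a filter. Filtered edgeR called 0, so it has no direction to compare. Within the limits Eed+/+ replicate 1 was alone in its group and the spread came from the Eed−/− libraries alone. No direction is therefore read from the calls there, nor from those without Eed+/+ replicate 1, which left Eed+/+ replicate 2 alone. All neuron libraries belonged to 1 run of library numbers, so no covariate for it could be fitted.

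The rule named 3 genes per direction in neurons, none of which passed 0.05 by edgeR. Crabp1 (chromosome 9, 54764748 to 54773110) had 2 reads in Eed+/+ and 518 in Eed−/− neurons, a ratio of 112 per gene read (exact 95% counting interval 30.8 to 926; adjusted p 0.270). Hoxc9 (chromosome 15, 102976439 to 102985099) and Hoxb13 (chromosome 11, 96194316 to 96197447) had 0 reads in both Eed+/+ libraries and 48.7 ± 6.44 and 49.9 ± 20.7 CPM (SD, n = 3) in Eed−/− neurons, at least 34.4-fold and 35.5-fold more per gene read over the group (adjusted p 0.641 for both). Slc6a13 (chromosome 6, 121300227 to 121337733) had 35 reads in Eed+/+ and 0 in Eed−/− neurons, at least 27.0-fold lower (adjusted p 0.644), or 15.8-fold without Eed−/− replicate 2. Without Eed+/+ replicate 1 the bounds for Hoxc9 and Hoxb13 were 5.55-fold and 5.74-fold, and Crabp1 then had 0 reads in Eed+/+ neurons and was at least 12.03-fold higher. Gm42636 (chromosome 5, 145292770 to 145295008) was 2.00 ± 0.508 against 93.4 ± 122 CPM (log2 fold change −5.58, SE 1.18). Without the poorly aligned Eed+/+ replicate 2, at 179, its log2 fold change was −1.87. Gm23935 (chromosome 16, 11144125 to 11144181, annotated as a microRNA) was 27.1 ± 25.7 against 5572 ± 7855 (−7.86, SE 1.78), and without the poorly aligned Eed+/+ replicate 2, at 11127, the sign turned (0.54). Cdkn1a was 222 ± 13.7 (SD, n = 3) against 13.3 ± 9.89 (SD, n = 2) CPM, higher in 3 of 3 Eed−/− libraries, with a log2 fold change of 3.83 (SE 0.76; 3.68 relative to the median) and an adjusted p of 0.641 by edgeR. It was called by DESeq2 (0.000698), without a filter (0.00529), without Eed+/+ replicate 1 (0.0021), and within the limits by DESeq2 (9.4e-05) and limma-voom (0.00737), and its log2 fold change lay between 3.39 and 5.22 in all alternatives. Adjusted over the list alone, Cdkn1a was the 1 gene called among the 11 fixed names, with 0 over all genes. Cdkn2a had 17 reads in Eed−/− and 0 in Eed+/+ neurons, at least 2.45-fold more per gene read over the group, a bound that was lost without Eed+/+ replicate 1 (0.395). Ezh2 changed by −0.63, Suz12 by −1.08, Ezh1 by 0.03, Aqp4 by −0.06, Lrrn3 by −0.40, Npm1 by 0.22, Mki67 by 0.29 and Gfap by 1.58, none past the threshold with all libraries. Gfap was called without Eed+/+ replicate 1 (3.49, adjusted p 0.00624), and Ezh1, Ezh2 and Aqp4 changed sign without Eed+/+ replicate 2 (−0.43, 0.33 and 0.27), as Mki67 did without Eed−/− replicate 3 (−0.24).

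Among lists in neurons, camera called the Hox genes Up in Eed−/− cells (13 tested genes, adjusted p 1.4e-14), neuron markers Up (0.00193), G2M phase Up (0.0249) and sex chromosome genes Down (0.0147). None of the 4 held in camera with an estimated correlation (adjusted p 0.539, 0.546, 0.539 and 0.539) or in fry (0.124, 0.44, 0.438 and 0.44). Without Eed+/+ replicate 1 the adjusted p were 0.137 for the Hox genes, 0.137 for neuron markers and 0.877 for G2M phase. The neuron marker call was also lost without Eed−/− replicate 3 (0.262), the G2M call without Eed−/− replicate 2 (0.0889) and the sex chromosome call without Eed+/+ replicate 2 (0.167). S phase genes (0.420), astrocyte markers (0.941), oligodendrocyte lineage (0.209), microglia (0.0703), intermediate progenitor (0.0556) and chromosome 7 imprinted genes (0.420 maternally and 0.0556 paternally expressed) were not called. Leaving out 1 library brought some of these under 0.05: oligodendrocyte lineage Down (0.000429) and paternally expressed genes Up (0.0237) without Eed+/+ replicate 2, intermediate progenitor and paternally expressed genes Up without Eed−/− replicate 1 (0.0329 and 0.039) or replicate 2 (0.0316 and 0.0192), and microglia markers Up without Eed−/− replicate 3 (0.00612). Only the maternally expressed list passed with fry (0.020). For the astrocyte markers the median (−0.06) and the test were negative and the mean (0.07) positive. Hox reads summed to 274 ± 32.8 (SD, n = 3) in Eed−/− and 5.82 ± 8.23 CPM (SD, n = 2) in Eed+/+ neurons, with an exact permutation p of 0.2, the smallest the design allows. Adjusted over the list alone, 11 of the 13 Hox genes and 4 neuron markers were called by edgeR, with 0 over all genes tested. Endothelial markers summed to 9.20 ± 14.4 and 2.85 ± 0.079 and erythroid markers to 2.19 ± 2.80 and 14.6 ± 20.6 CPM in Eed−/− and Eed+/+ neurons.

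Purity was addressed through the 4 markers the study used. In Eed+/+ cells Aqp4 was 1527 ± 950 CPM in astrocytes (SD, n = 5) and 606 ± 131 in neurons (SD, n = 2; log2 fold change 1.33, SE 1.25), and Gfap was 414 ± 390 and 104 ± 102 (1.98, SE 1.49). Lrrn3 was 20.1 ± 17.1 in astrocytes and 73.3 ± 1.29 in neurons (−1.85), and Npm1 was 186 ± 46.2 and 327 ± 17.2 (−0.81). The signs were the same in every alternative, but none passed 0.05 by edgeR (adjusted p of 1 each), and exact permutation p were 0.286, 0.190, 0.0952 and 0.0952, the last 2 the smallest possible. In Eed−/− cells Aqp4 (899 ± 934 against 630 ± 141) and Gfap (388 ± 480 against 330 ± 45.4) did not differ beyond the spread (log2 fold changes 0.51 and 0.24, adjusted p 0.992 and 0.999 by edgeR), and both turned negative with limma-voom (−0.30 and −0.67), Aqp4 also without Eed−/− astrocyte replicate 2 (−0.17) and Gfap without replicate 5 (−0.50) or replicate 2 (−0.21). Relative to the median they were 1.23 and 0.96. Within the limits Aqp4 and Gfap were higher in astrocytes by 1.49 (SE 0.45) and 1.45 (SE 0.53), with adjusted p of 0.672 and 0.674 by edgeR. DESeq2 gave 1.54 and 1.5 there (adjusted p 0.0799 and 0.224) and limma-voom 1.32 and 1.47. Lrrn3 (8.61 ± 15 against 59.8 ± 9.02, −2.72) and Npm1 (142 ± 96.8 against 409 ± 63.8, −1.52) were lower in astrocytes, with an exact permutation p of 0.0357 each, the smallest possible (0.0714 adjusted over the 4 markers), and adjusted p of 0.873 and 0.992 by edgeR. Lrrn2, which a legend of the study names in place of Lrrn3, was examined after the other values were seen. In Eed+/+ cells it lay between 46.5 and 105 TMM-scaled CPM in astrocytes and was 39.0 and 9.44 in neurons (log2 fold change 1.62, SE 1.81, adjusted p 1 by edgeR). In Eed−/− cells Lrrn2 lay between 0 and 197 in astrocytes and between 39.7 and 62.8 in neurons (0.55, SE 1.46, adjusted p 0.995 by edgeR). The median over all genes was 0.08 in the Eed+/+ and −0.72 in the Eed−/− contrast. Over all genes edgeR called 1 gene (Gm23935, lower in astrocytes) in Eed+/+ and 8 genes (all higher in astrocytes) in Eed−/− cells at 0.05. DESeq2 called 8 and 12, limma-voom called 0 and 1, and edgeR within the limits called 0 and 0, with 428 and 1048 genes at an unadjusted p under 0.05. Within the first run, which holds all neuron libraries, edgeR called 0 and 0 (275 and 2306 unadjusted), and Gfap in Eed−/− cells was −0.08. On simulated counts with no gene changed DESeq2 called 86 genes in the Eed+/+ and 26 in the Eed−/− contrast, more than in the data. The Gm23935 call was lost without Eed+/+ neuron replicate 2 (0 genes). The Eed+/+ count rose to 3 without Eed+/+ neuron replicate 1, Eed+/+ astrocyte replicate 3, Eed−/− astrocyte replicate 3 or its replicate 5, to 2 without its replicate 4 and to 5 without its replicate 1. The Eed−/− count of 8 fell to 3 without Eed−/− neuron replicate 2, to 1 without its replicate 3 and to 0 without its replicate 1. It fell to 5 without Eed−/− astrocyte replicate 3 and to 0 without its replicate 4. Without Eed−/− astrocyte replicate 5 it rose to 26, of which 16 were lower in astrocytes. DESeq2 within the limits called 77 in Eed−/− cells, of which 60 were lower, while 10 of its 12 calls over all libraries were higher. Adjusted over the list alone, 2 erythroid markers, Eomes and Xist were called in Eed+/+ cells (0 of these over all genes). In Eed−/− cells 1 S phase gene, 2 G2M phase genes, 4 Hox genes, 10 microglia markers and 4 erythroid markers were called that way, against 1, 0, 0, 0 and 3 over all genes.

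**Figure D3:**
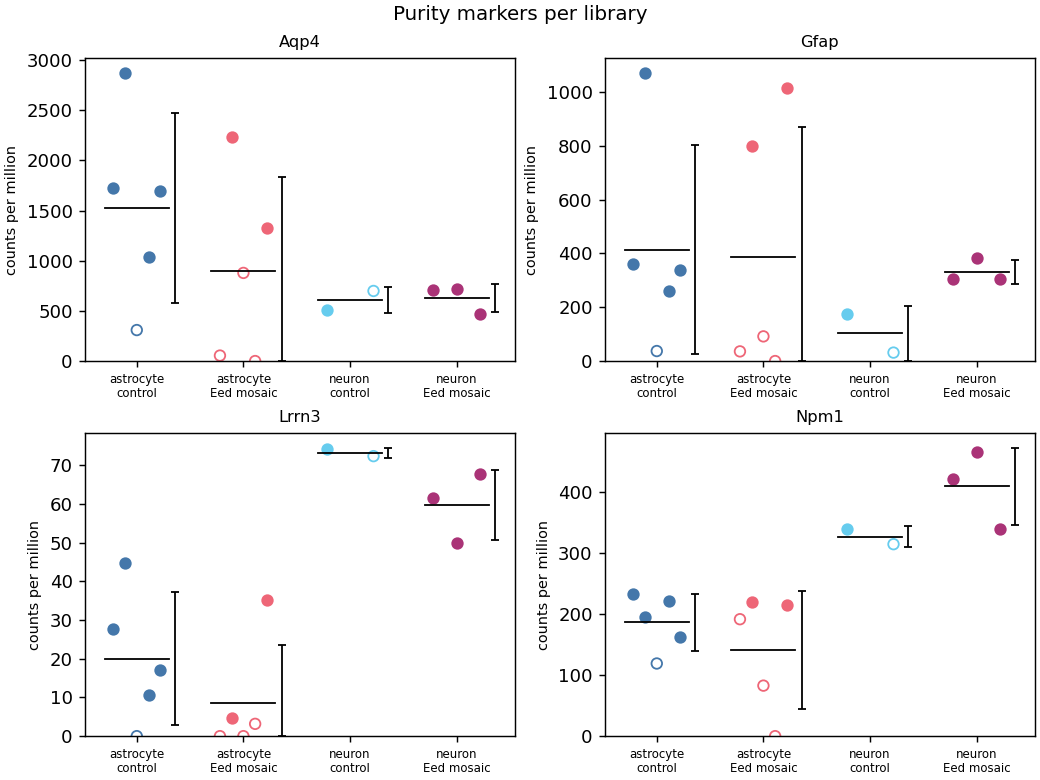
Levels per library in the 4 groups for the purity markers Aqp4, Gfap, Lrrn3 and Npm1 (y axes in TMM-scaled CPM), drawn as filled points within and open points outside the limits, with a line at the mean and a bar of 1 SD whose lower end stops at 0. Mean Lrrn3 was 20.1 and 8.61 in Eed+/+ and Eed−/− astrocytes and 73.3 and 59.8 in neurons, and mean Aqp4 was 1527 and 899 in astrocytes and 606 and 630 in neurons.

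Whether the effect of genotype differed between the cell types was tested directly as an interaction. With edgeR 7 genes passed 0.05, all with a higher Eed−/− to Eed+/+ ratio in astrocytes than in neurons, while DESeq2 called 5 (4 of them shared with the 7) and limma-voom 0. On simulated counts with no gene changed edgeR called 0 and DESeq2 30. The median over all genes was −0.79 with TMM and −0.31 with RLE size factors, which moved the count most, to 21 genes. The 3 smallest p were those of Hbb-bs (chromosome 7, 103826534 to 103828096; log2 15.32, SE 2.42, adjusted p 3.5e-06), Hba-a1 (chromosome 11, 32283511 to 32284465; 13.38, SE 2.30, adjusted p 4.6e-05) and Gm47542 (7.70, SE 1.38, adjusted p 0.00011). Relative to the median these were 16.11, 14.17 and 8.49. The fitted values of the 2 globin genes rest on few reads outside Eed−/− astrocytes (Hbb-bs had 1 read in all Eed−/− neurons and Hba-a1 had 3 in all Eed+/+ astrocytes) and are not estimates of a fold. Both genes have near-identical copies (Hbb-bt and Hba-a2) between which reads could be split, so the gene of origin is uncertain. Hbb-bs and Hba-a1 were no longer called without Eed−/− astrocyte replicate 4 (adjusted p 0.9999 for both) or without Eed+/+ neuron replicate 1 (0.9999 for both). Gm47542 was no longer called without the same astrocyte library (0.9999) or without Eed+/+ neuron replicate 2, where its value was 2.12 (0.9999). The count fell to 1 without Eed−/− astrocyte replicate 4, to 2 without Eed+/+ neuron replicate 2, to 3 without Eed−/− neuron replicate 1, and to 4 without Eed−/− neuron replicate 2 or 3, Eed−/− astrocyte replicate 3 or Eed+/+ astrocyte replicate 4. It was 11 without Eed−/− astrocyte replicate 2 and 12 without replicate 5. Within the first run of library numbers edgeR called 0 genes (1280 at an unadjusted p under 0.05), with values of 14.33, 12.20 and 10.76 (adjusted p 0.312, 0.312 and 0.0657). Within the limits edgeR called 0 genes (342 at an unadjusted p under 0.05), limma-voom 0 and DESeq2 5, all with a lower ratio in astrocytes, of which 0 were among the 7. Adjusted over the list alone, 1 S phase gene, 2 erythroid markers and 1 intermediate progenitor marker were called, against 1, 2 and 0 over all genes.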

Values the study reported

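The study reported 317 genes that differed between Eed−/− and Eed+/+ astrocytes at an adjusted p of 0.2 with DESeq2, most of them lower in Eed−/− cells. It analysed 16 samples of purified cells and removed 5 of them, by their place in a principal component analysis or by low replicate correlation.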

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

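The tests of poor alignment, of blood cells and of microglia were chosen only after the results they bear on were seen, while the interaction was tested as planned. In 10 of 52 groups of values 1 library lay far from the others of its group by Dixon's ratio, where chance gives about 1 in 20, or 2.6. These 10 values came from 3 libraries.

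Eed+/+ astrocyte replicate 3 was the highest of its group in 5 measures. It had 48.1% of its uniquely aligned reads outside genes, 8593 CPM of Gm47542 and 277 of Fam171a2 (both TMM-scaled), 6378 CPM over the S phase list and 10.5 over the Hox list, the last from 5 reads. Of the technical explanations, poor alignment was tested on Gm47542, Uhrf1 and Lipe, 3 genes chosen because they were high in such libraries. All 5 labelled libraries outside the limits, 2 Eed+/+ ones among them, lay above all 10 within them, and the smallest ratio of the lowest outside to the highest within was 3.31 (Uhrf1). Since these genes were chosen for that pattern, the ratio decides nothing, and poor alignment cannot be told apart from other sources of Gm47542 and Uhrf1 in this library. Fam171a2 and the Hox reads were not covered by that test. Since Eed had 2 reads there, under its floor, a wrong label stays open. No biological explanation was tested, since the other 4 libraries carry the same label.

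Eed−/− astrocyte replicate 5 was the highest of its group for Ezh2 (171), Lrrn3 (35.25), Cdkn2a (20.1) and Fam171a2 (10.1 TMM-scaled CPM). It was 1 of 2 Eed−/− astrocyte libraries within the limits, and 3 counts amounted to 7.83, 7.44 and 14.2 CPM in the other 3. Low values there were partly not detectable, but replicate 2, also within the limits, was lower as well for all 4 genes. No test of an explanation was made for these values, and a difference between animals stays open.

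Eed−/− astrocyte replicate 1 was the highest of its group for Mki67, at 299.6 TMM-scaled CPM from 175 reads. The same library had 6295 reads of microglia markers, 16433 CPM, led by C1qc (3159), P2ry12 (2746) and Cx3cr1 (2590). All 10 genes of the microglia list had more than 3 counts there and lay above every Eed+/+ astrocyte library, as microglia or their RNA in that library would give. All 10 also had more than 3 counts in some Eed+/+ astrocyte library, at list sums up to 420 CPM. Eed−/− replicate 3 had the next highest sum, 2996. Microglia or their RNA may thus be a source of reads in this library. Whether the Mki67 reads came with them was not tested. Poor alignment alone does not account for the Mki67 value, since the other 3 poorly aligned astrocyte libraries had 11.8 and 0 (Eed−/− replicates 3 and 4) and 20.5 (Eed+/+ replicate 3). No biological explanation was tested, since the other 4 libraries carry the same label.

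The effect of genotype differed between astrocytes and neurons for 7 genes by the interaction term of edgeR, with log2 values of 15.32 for Hbb-bs, 13.38 for Hba-a1 and 7.70 for Gm47542. For the globins, blood cells or their RNA in single libraries were weighed. Hba-a1 had 1490 and 885 reads and Hbb-bs 1408 and 1185 in Eed−/− astrocyte replicates 1 and 4. Of 6 pairs of another erythroid gene (Hba-a2, Hbb-bt and Alas2) and these 2 libraries, 5 had more than 3 counts, against 1 of 24 pairs in the other 8 astrocyte libraries. The exceptions were Alas2 with 0 counts in replicate 1 and with 6 in Eed+/+ replicate 1, and Eed−/− replicate 3 had 11 and 10 reads of Hba-a1 and Hbb-bs without the others. Blood cells or their RNA therefore cannot be told apart from expression in the sorted cells, because the sources bear on so few libraries and genes. Of the 5 erythroid genes, 1 had more than 3 counts in an Eed+/+ astrocyte library and 2 in an Eed+/+ neuron library. Without Eed−/− astrocyte replicate 4 neither globin was called (14.31 for Hbb-bs and 12.58 for Hba-a1, adjusted p 0.9999 by edgeR for both), and without Eed+/+ neuron replicate 1 the values were 9.10 and 6.96 (0.9999). Gm47542 was chosen for its levels in poorly aligned libraries, so poor alignment cannot be told apart from other sources of it. It lay between 9664 and 37367 CPM in the 5 libraries outside the limits and between 92.3 and 1901 in the 10 within, and its interaction was 0.67 within the limits. The call for Gm47542 was lost without Eed−/− astrocyte replicate 4 (7.21) or Eed+/+ neuron replicate 2 (2.12). The 2 Eed+/+ libraries outside the limits (9664 and 10886 CPM) lay above every Eed−/− library within them (at most 1717), so genotype alone does not account for the Gm47542 levels. Hba-a1 and Hbb-bs had 0 reads in Eed−/− astrocyte replicates 2 and 5, the libraries of that group with the most gene reads (1890462 and 994077). For these 2 genes this argues against genotype alone as the source of the levels in replicates 1 and 4. Whether genotype had a part in them was not tested.

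The library without a group was above every Eed+/+ library in 8 of 38 measures and above every labelled library in 5. Summed over lists it had 23910 CPM of S phase genes (5295 reads, highest Eed+/+ library 8910), 573.5 of Hox genes (127 reads, 11.6), 135.5 of erythroid markers (30 reads, 29.1), 3658 of maternally (2871) and 1310 of paternally expressed chromosome 7 genes (1237). Among single genes, Gm47542 was 47581 (10886), Uhrf1 23905 (6198) and Hba-a1 135.5 CPM (15.1). It had the lowest alignment of all 16 libraries, 17.75%, and its Gm47542 and Uhrf1 values, as well as 5294 of its 5295 S phase reads, which were Uhrf1, lie with those of the poorly aligned labelled libraries. As these genes were chosen for that pattern, the ratio of 3.31 decides nothing here either. The Hox, erythroid and imprinted values were not covered by that test. Eed had 0 reads, where 3 counts would be 13.5 CPM. The labels give Eed−/− cells but both cell types, so an effect of genotype stays open as untested, and no cell type is read from these values.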

How the results depend on the processing

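The fits of DESeq2 and limma-voom within the limits, the exact tests on list sums, the S phase list without Uhrf1, the set tests that left out a library within the limits, the fits within single runs of library numbers, and the run and chromosome alternatives for the cell types were chosen after seeing the data, as were the splits behind the set tests. The other alternatives were fixed before the data were examined.

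Eed stayed lower in Eed−/− astrocytes under all 35 alternatives (log2 fold change from −5.19 to −1.22), called in 1 of them, and in Eed−/− neurons under all 16 (from −1.68 to −1.13), without a call. Of 52 results 10 kept their direction and their side of the threshold in every alternative run for them, none of them a call: Eed, Suz12, Lrrn3 and Npm1 in neurons, all 4 purity markers between the cell types in Eed+/+ cells, and Lrrn3 and Npm1 in Eed−/− cells. The exact test of the Eed level in astrocytes passed 0.05 in all 11 alternatives that could pass (p from 0.0159 to 0.0476) and gave 0.133 within the limits, the smallest value 2 against 4 libraries allow. Since Suz12 passed the same test (exact permutation p 0.0397), lower detection in the poorly aligned Eed−/− libraries is not excluded for either gene. The exact permutation test of the Hox sum passed in 1 of the 10 alternatives that could pass, and within the limits it too gave 0.133, the smallest possible. Crym stayed higher in Eed−/− astrocytes under 28 of 29 alternatives, 20 without and 8 with a call.

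With other size factors (RLE) in edgeR, the counts of genes were 1 at 0.2 in astrocytes and 1 at 0.2 in neurons, 6 between the cell types in Eed+/+ cells and 21 for the interaction. Gfap and Npm1 turned to 0.02 each in astrocytes, and the S phase list turned in camera (adjusted p 0.938). With DESeq2 there was 1 gene in astrocytes at 0.05 and at 0.2, 26 and 157 in neurons, and 8 between the cell types in Eed+/+ cells, while Gfap and Npm1 in astrocytes were again at 0.02 each. The cause was not tested for either setting.

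With limma-voom and quality weights the counts were 2 at 0.2 in astrocytes, 46 at 0.2 in neurons, 0 between the cell types in Eed+/+ cells (1002 at an unadjusted p under 0.05, edgeR 1, DESeq2 8), 1 in Eed−/− cells and 0 for the interaction (1433 unadjusted, edgeR 7, DESeq2 5). In astrocytes Gfap turned to 0.31 and Mki67 to −2.47. In neurons Ezh1 turned to −0.06, Aqp4 to 0.11 and Mki67 to −0.21, and between the cell types in Eed−/− cells Aqp4 turned to −0.30 and Gfap to −0.67. Camera on these weights turned the S phase (0.0605) and G2M phase lists (0.00516) to Down in astrocytes. Fry also gave Down for both (0.391 each), and for the Hox genes in neurons the call was lost with fry (0.124) and in camera with an estimated correlation (0.539). The cause was not tested.

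Without a low-count filter, and so with more genes tested, edgeR called 5 genes at 0.05 and 87 at 0.2 in astrocytes (85 of the 87 higher), 127 and 284 in neurons, 2 between the cell types in Eed+/+ and 3 in Eed−/− cells, and 2 for the interaction, and Aqp4 in neurons turned to 0.09. With a mean count above 10 these were 24 and 51 in astrocytes (47 of the 51 higher), 3 in Eed+/+ and 13 in Eed−/− cells. With 1 fit over all 4 groups, which shares the dispersion, 46 and 370 genes were called in astrocytes and 3 and 3 in neurons, and Aqp4 in neurons turned to 0.06. With the run of library numbers as a covariate 7 genes were called between the cell types in Eed+/+ cells, and Gfap in astrocytes turned to 0.05. Without the genes of chromosome 7, 4 genes were called between the cell types in Eed−/− cells. The cause was not tested.

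Within the limits, which leave 6 astrocyte libraries and 4 neuron libraries, edgeR called 1 gene at 0.2 in astrocytes, 1 at 0.05 and 4 at 0.2 in neurons, and 0 between the cell types in Eed+/+ cells (428 unadjusted, DESeq2 11, limma-voom 0), 0 in Eed−/− cells (1048, 77 and 4) and 0 for the interaction (342, 5 and 0). In astrocytes Gfap turned to 0.84, Npm1 to 0.11 and Mki67 to −0.28, and in neurons Ezh1 to −0.43, Ezh2 to 0.33, Aqp4 to 0.27 and Gm23935 to 0.54. In camera the S phase (0.174) and G2M phase lists (0.00785) turned to Down and the astrocyte markers to Up (0.777). Without Uhrf1 the S phase list gave Down in all libraries (0.846) and within the limits (0.166).

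With DESeq2 within the limits the counts were 14 at 0.05 and 106 at 0.2 in astrocytes (60 and 164 without the filter), 5 and 11 in neurons, 11 between the cell types in Eed+/+ cells and 77 in Eed−/− cells. In astrocytes Aqp4 was 0.00, Gfap 0.89, Npm1 0.15 and Mki67 −0.21, and without the filter they were 0.00, 0.89, 0.14 and −0.21. In neurons Ezh1 was −0.43, Ezh2 0.34, Aqp4 0.27 and Gm23935 0.55. With limma-voom within the limits there was 1 gene at 0.2 in astrocytes, 53 at 0.05 and 293 at 0.2 in neurons, 0 between the cell types in Eed+/+ cells (1029 unadjusted, edgeR 0, DESeq2 11), 4 in Eed−/− cells and 0 for the interaction (507 unadjusted, edgeR 0, DESeq2 5). Aqp4 was 0.10, Gfap 1.16, Npm1 0.03 and Mki67 −2.89 in astrocytes, and Ezh1 −0.37, Ezh2 0.15, Aqp4 0.37 and Mki67 −0.25 in neurons. The cause was not tested.

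Leaving out 1 more library from DESeq2 within the limits moved the astrocyte counts at 0.05 and 0.2 to 18 and 61 (Eed+/+ replicate 1), 5 and 30 (Eed+/+ replicate 2), 107 and 425 (Eed−/− replicate 2), 7 and 47 (Eed+/+ replicate 4), 58 and 159 (Eed+/+ replicate 5) and 617 and 1683 (Eed−/− replicate 5). In the same order Gfap was 0.75, 1.54, 1.05, 0.67, 0.74 and 0.69, and Npm1 was 0.21, 0.13, 0.14, 0.19, 0.06 and 0.14. Gfap was called in 1 of these, without Eed+/+ replicate 2 (adjusted p 0.0254 by DESeq2), where its adjusted p otherwise lay between 0.712 and 0.9999. Without Eed+/+ replicate 1 Uhrf1 turned to −0.18. Without Eed+/+ replicate 2 Aqp4 turned to 0.30, Lrrn3 to 0.16, Mki67 to −0.55 and Uhrf1 to −0.12. Without Eed−/− replicate 2 Ezh2 turned to 0.59, Suz12 to 0.31, Lrrn3 to 0.55, Gm47542 to −0.26 and Uhrf1 to −0.86. Without Eed+/+ replicate 4 Ezh2 turned to 0.11, Mki67 to −0.12 and Uhrf1 to −0.16. Without Eed+/+ replicate 5 Mki67 was −0.64, and without Eed−/− replicate 5 Aqp4 was 0.32 and Mki67 −8.10. In camera within the limits the lists were Down at 0.319 (S phase) and 0.319 (G2M phase) without Eed+/+ replicate 1, 0.0863 and 1.34e-05 without Eed+/+ replicate 2, 0.898 and 0.134 without Eed+/+ replicate 4, 0.0198 and 0.000128 without Eed+/+ replicate 5, and 0.00765 and 0.000154 without Eed−/− replicate 5, but Up at 0.514 and 0.26 without Eed−/− replicate 2. Without an Eed−/− library here the other is the only one of its group and was assumed to vary like the Eed+/+ libraries.

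Leaving out 1 library from all gave between 0 and 1 genes at 0.05 (1 without Eed+/+ replicate 3) and between 0 and 316 at 0.2 (Eed−/− replicate 5) in astrocytes by edgeR, where all libraries gave 0 (108 unadjusted, DESeq2 1, limma-voom 0 at 0.05). In neurons it gave between 0 and 2795 at 0.05 and between 0 and 5726 at 0.2, the highest without Eed+/+ replicate 1, which left Eed+/+ replicate 2 alone. Between the cell types it gave between 0 (Eed+/+ neuron replicate 2) and 5 genes (Eed−/− astrocyte replicate 1) in Eed+/+ cells and between 0 (Eed−/− neuron replicate 1) and 26 (Eed−/− astrocyte replicate 5) in Eed−/− cells, and between 1 (Eed−/− astrocyte replicate 4) and 12 (Eed−/− astrocyte replicate 5) for the interaction. In astrocytes Gfap ran from −0.82 (Eed−/− replicate 5) to 0.66 (Eed+/+ replicate 2) and Mki67 from −0.83 (Eed−/− replicate 1) to 2.34 (Eed+/+ replicate 1). In neurons Ezh1 ran from −0.43 to 1.45, Ezh2 from −0.94 to 0.33, Aqp4 from −0.19 to 0.27, Mki67 from −0.24 to 0.66 and Gm23935 from −8.86 to 0.54, with Ezh1 at its lowest and Ezh2, Aqp4 and Gm23935 at their highest without Eed+/+ replicate 2. Between the cell types in Eed−/− cells Aqp4 ran from −0.17 to 0.85 and Gfap from −0.50 to 0.57. Adjusted p from camera ran from 0.21 to 0.994 for the S phase list, from 0.00012 (Eed−/− replicate 2) to 0.95 (Eed+/+ replicate 5) for the G2M phase list, from 0.00012 (Eed−/− replicate 2) to 0.994 (Eed−/− replicate 5) for the astrocyte markers, and from 1.09e-20 (Eed−/− replicate 2) to 0.137 (Eed+/+ replicate 1) for the Hox genes in neurons.

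Within the first run of library numbers edgeR called 4 genes at 0.05 and 4 at 0.2 in astrocytes, DESeq2 1 and 1, and limma-voom 4770 and 5626, and edgeR called 0 between the cell types in Eed+/+ (275 unadjusted) and Eed−/− cells (2306) and 0 for the interaction (1280). In the second run DESeq2 called 1 and 1. With limma-voom in the first run Mki67 turned to −0.69 and Crym to −1.63. In the second run Gfap turned to 1.29 (edgeR) and 1.27 (DESeq2) and Lrrn3 to 1.09, 1.17 and 1.04 (edgeR, DESeq2 and limma-voom). Between the cell types in Eed−/− cells Gfap was −0.08. In camera the S phase list was Down in the first run (0.959), and the astrocyte markers were Up in the first (0.00496) and Down in the second (0.0146). Of the 10 splits of the 5 libraries of the first run, 2 gave as many genes at 0.2 by limma-voom, the real one included, so chance cannot be excluded, and 10 splits could not give a share under 0.05. The cause was not tested.

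With the replicate number as a block edgeR called 0 genes between the cell types in Eed+/+ cells (71 unadjusted), 4 in Eed−/− cells and 2 for the interaction. Mki67 was −0.78 in astrocytes and −0.23 in neurons, Aqp4 was 0.19 in neurons, and between the cell types in Eed−/− cells Aqp4 was −0.04 and Gfap −1.29. Deviations of equally numbered libraries from their group means correlated between −0.30 and 0.14 over 10943 genes in 12 pairs, so no pairing by number was seen in expression. Whether equally numbered libraries share an animal cannot be told from this, since replicates varied widely (median Spearman correlation 0.26 in Eed−/− astrocytes).

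All 100 splits of the 10 astrocyte libraries into 5 and 5 gave at least the 0 genes of the real one at 0.05 and at 0.2, as any split must, with up to 110 and 153 genes, so these splits decide nothing. Chance is not excluded for the S phase list (99 of 100 splits), the G2M phase list (71) and the astrocyte markers (56), nor for the 8 genes between the cell types in Eed−/− cells, where 12 of 56 splits gave as many and 1 gave 4020. Without the genes of chromosomes X and Y edgeR called 0 genes at 0.2 in astrocytes (104 unadjusted), and without chromosome 7 it called 0 (99 unadjusted), so the sex of the animals and variants linked to Eed cannot be told apart from no effect there, since 0 were called with them. Fewer genes were detected in Eed−/− astrocytes (8260 ± 4885 against 13850 ± 3545, SD, n = 5 each; exact permutation p 0.0714, the groups overlapping), which is not separated from chance, and a difference in depth cannot be excluded.

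The run of library numbers could not be fitted for neurons, which all lie in 1 run, and in astrocytes too few Hox genes passed the filter for camera except within the limits (Up, 7.47e-11). In the shallowest labelled library 3 counts were 14.2 CPM, so lower values were not detectable there.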

Other observations

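The tests of the Hox reads, of the astrocyte transcripts in neuron libraries and of the G2M phase list within the limits were chosen only after the results were seen, as was DESeq2 within the limits itself, while the tests of its calls for chance, sex and chromosome 7 were written before their outcome was known.

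At an adjusted p of 0.2 edgeR called 0 genes between Eed−/− and Eed+/+ astrocytes, with 108 at an unadjusted p under 0.05, 1 by DESeq2 and 2 by limma-voom. That is lower than the value quoted from the study above. With DESeq2 within the limits 106 genes were called, 84.0% of them lower in Eed−/− cells. That is also lower than the quoted value. The study kept fewer than all of the libraries, and which ones is not named in the sources used here, so the sets of libraries compared may differ. Leaving out 1 library moved the 106 to 61, 30 and 47 (without Eed+/+ replicates 1, 2 and 4), to 159 (without Eed+/+ replicate 5), and to 425 and 1683 (without Eed−/− replicates 2 and 5), the last 2 of which lie above the quoted value. Without Eed+/+ replicates 1, 2, 4 and 5 in turn, 54.1%, 66.7%, 74.5% and 71.7% were lower in Eed−/− cells. Without Eed−/− replicate 2 or 5 the Eed−/− group held 1 library, so no direction is read from those calls. At 0.05, 9 of 14 were lower. This turned to 5 of 18 without Eed+/+ replicate 1, 0 of 5 without Eed+/+ replicate 2 and 2 of 7 without Eed+/+ replicate 4. The direction of the calls at 0.05 thus depended on the libraries. Without a low-count filter DESeq2 within the limits still had most calls lower, 126 of 164 at 0.2 and 45 of 60 at 0.05. Over all libraries edgeR without that filter called 87 genes at 0.2, of which 2 were lower. That fit differs in tool and libraries as well, and edgeR with the filter called 0, so it cannot show an effect of the filter on the direction. Of the 15 splits of these 6 libraries into 4 and 2, 5 gave as many genes, the real one included, and the largest count was 1347, so chance cannot be excluded, and 15 splits could not give a share under 0.05. Chromosomes X and Y held 2.83% of the called and 3.46% of the other tested genes (Fisher's exact test p 1), and chromosome 7 held 7.55% and 7.32% (Fisher's exact test p 0.852). The calls as a set were therefore not concentrated on those chromosomes. This does not exclude sex or variants linked to Eed for single calls, and their effects on genes elsewhere stay open too. Of the 106 calls, 8 lay on chromosome 7. Crym, with the smallest p of this fit, was among them (120186380 to 120202111), so a variant linked to Eed stays open for it. Xist had 178 reads in Eed+/+ replicate 5 and 0 in both Eed−/− libraries. The whole sex chromosome list held 186 reads in the former and 303 and 224 in Eed−/− replicates 2 and 5. A female animal in the Eed+/+ group alone would give such reads, so the groups may differ in sex.

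Hox reads were seen in Eed−/− libraries of both sorted populations. Within the limits 5 Eed+/+ libraries held 5 Hox reads in 11089756 gene reads, and 5 Eed−/− libraries held 1821 in 7818242, so deeper sequencing of the Eed−/− libraries is excluded as the cause. In each of the 5 Eed−/− libraries between 11 and 31 of the 39 genes had a read, against between 0 and 3 in the Eed+/+ ones. Of the 39 Hox genes 1 had more than 3 counts in any Eed+/+ astrocyte library and 1 in any Eed+/+ neuron library. Loss of Eed acting in both cell types was weighed on genes other than the Hox genes. Of 7 such genes that DESeq2 within the limits called higher at 0.2 in Eed−/− astrocytes and that were tested in neurons, 6 were also above the neuron median, against 47.4% of the other genes with a positive change (Fisher's exact test p 0.0582). With so few genes this test decides nothing. The Hox reads themselves went with the genotype in both sorted populations. They were at 114 to 307 CPM in the 5 Eed−/− libraries within the limits and at most 1.43 in the 5 Eed+/+ ones. Eed−/− astrocyte replicate 1, outside the limits, however had 0. Loss of Eed, the difference that the design names, is a candidate explanation, and other differences between control-MADM and Eed-MADM animals were not tested. Genes called lower showed no such sharing (36 of 85, 42.4%, against 48.05%, p 0.326 by Fisher's exact test). In astrocytes the exact permutation p of the Hox sum stayed under 0.05 in 1 of the 10 alternatives that could pass, and within the limits, where the groups did not overlap, it was 0.133, the smallest possible.

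Astrocyte transcripts were present in the neuron libraries. Over the 25 astrocyte markers the ratio of the neuron to the astrocyte level was taken within the limits over both genotypes together. It had a median of 0.443, with quartiles of 0.376 and 0.506, the upper 1.345 times the lower. The neuron libraries were 1 Eed+/+ and 3 Eed−/−, the astrocyte libraries 4 Eed+/+ and 2 Eed−/−, so single ratios mix genotype with cell type. The lowest ratio was 0.331, and 3 genes lay above 1 (Ntsr2 1.88, S100b 1.06 and Acsl3 1.015). Astrocytes or their RNA in the lacZ-negative sort would put most markers at a similar fraction, and are a possible explanation for most of the list. By themselves they would not put the 3 genes above 1. For S100b the mix of genotypes bears on the ratio too, since its log2 fold change in Eed−/− astrocytes was 2.16 (DESeq2 within the limits, adjusted p 0.111). Expression of these genes in the sorted neurons or progenitors was not tested and stays open. The neuron list did not clearly separate the populations. In Eed+/+ cells it summed to 2591 ± 2186 CPM in astrocytes (SD, n = 5) and 3131 ± 456 in neurons (n = 2; exact permutation p 0.762). In Eed−/− cells these were 1613 ± 1635 (n = 5) and 4010 ± 1774 (n = 3; exact permutation p 0.143). How far the lacZ-negative cells were neurons thus stays open.

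Fewer G2M phase transcripts in Eed−/− astrocytes, called by camera within the limits, may rest on 1 library: without Eed−/− replicate 2 the direction turned and the adjusted p was 0.26. The call was also lost without Eed+/+ replicate 1 (0.319) and without Eed+/+ replicate 4 (0.134).

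The library without a group had 74873 CPM over the astrocyte markers, 239 over the neuron markers, 772 over the G2M phase list and 704 over the sex chromosome genes. Aqp4 was 280 CPM and Gfap 0 there.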
